A study of Mus musculus with 6 samples. Its data were reported in "Tespa1 facilitates hematopoietic and leukemic stem cell maintenance by restricting c-Myc degradation" (2023).

How the data were processed

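RNA sequencing was carried out on LSK cells (lineage-negative, Sca-1-positive, c-Kit-positive bone marrow cells, a fraction that contains the hematopoietic stem and progenitor cells) from irradiated mice. The labels gave 6 samples, of which 3 were from Tespa1+/+ (wild type) and 3 from Tespa1-/- (Tespa1-null) mice. Groups and replicate numbers were taken from the sample titles. Whether a replicate was 1 mouse or a pool of mice was not stated.

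Per the labels, poly-A RNA was fragmented, converted to stranded paired-end libraries and sequenced on an Illumina NovaSeq instrument. The authors deposited 1 table of 55487 genes that holds, for each sample, a raw count and an FPKM value (counted fragments scaled by gene length and by the total of the sample). The aligner, the counting tool, their versions and whether counting used the strand were not stated. The deposited counts are whole numbers that were not normalised. The deposited FPKM values equal the count divided by the count total of the sample and by 1 fixed length per gene; that length differed between samples by at most 0.00166%. Of the 55487 genes, 55227 were found in the GENCODE M21 annotation of the mouse genome build GRCm38, and 54907 of these had identical coordinates, so positions are given on that build. The FPKM columns hold the same measurement as the counts and were used only in alternatives.

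The total count ranged from 12856630 to 30576981 per sample. Counting error is therefore small for abundant genes. A count of 0 allows up to 3 counts, and a group whose libraries all held 3 counts or fewer was treated as being at this floor. Reads without molecular identifiers are not independent molecules, so this limit covers counting error only.

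Genes were filtered with filterByExpr, scaled with TMM factors and tested with edgeR 4.0.16 (quasi-likelihood F-test, all 6 samples, no covariates) in R 4.3.3, with Benjamini-Hochberg adjustment over the 15332 genes tested. Fold changes are Tespa1-/- over Tespa1+/+. The standard error (SE) of a log2 fold change was obtained from the fold change and its F statistic. Genes were called at an adjusted p under 0.05 with a fold over 1.5, and also at the cutoff of the study, an unadjusted p under 0.05 with a fold over 1.5. Normalised read counts are given as CPM, that is, scaled to a common library total with TMM factors. A total of 17 gene lists with 260 genes were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01, two-sided, adjusted over the 17 lists). The lists were written from general knowledge of marker genes, except that MYC HSC targets and the study-labelled genes consist of genes taken from the study; of the other lists, secondary granule and neutrophil holds 4 genes that the study picked, primary granule 1 and COP9 signalosome 1. A list of 20 further neutrophil genes, in none of these lists, was written after the data were seen and is used only in the closing observations.

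Genes named in the text were the genes that the study discusses, the genes that it labels on its plots, members of the lists, and the 5 largest rises and 5 largest falls among called genes with no overlap between the groups and a mean count of at least 100. This rule, the lists, the tests and most alternatives were fixed before the data were examined. The settings tried in addition were RLE size factors, total counts without factors, no filter beyond a count above 0 in 1 sample, at least 10 counts in every sample, DESeq2 1.42.0, glmTreat against a fold of 1.5, an adjusted p under 0.01, the replicate number as a block, leaving out each replicate, limma-trend on log2(FPKM + 1) for genes with an FPKM of at least 1 in at least 3 samples, the same with a pseudocount of 0.1, and for the lists an estimated correlation, fry and preranked GSEA (fgsea 1.28.0). An alternative without a filter on FPKM was planned only for a table without counts and was not run.

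Added after the data were seen were 3 corrections for a trend of fold change with gene length. In each, the deviation of the log2 CPM of a library from the mean of the 6 libraries was fitted by loess (span 0.5) and the fit was used as an offset in edgeR. The first correction used the length implied by the deposited count and FPKM. Because that length matched no single definition of gene length, the correction called the length correction here uses the union exon length from GENCODE M21 instead, and the last adds the GC content of the longest transcript. Of the genes tested, 99.9% had a union exon length and 99.9% a GC content.

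The scripts were tested on simulated counts with 200 changed genes. Among 15074 genes without a length trend, edgeR recovered 100% of the changed genes with 3 false calls. With a simulated length trend, 1051 false calls were made among 15128 genes, and the length correction lowered these to 1. That trend was drawn on the same union exon length that the correction fits. The result therefore tests the code and not the choice of length. The changed genes had a mean count of at least 100 and all rose or fell by the same factor, so weaker changes were not tested. DESeq2 recovered 100% among 15074 genes, and limma-trend, whose filter kept 194 of the changed genes, recovered 99% of these among 12597 genes.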

Results

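To compare the transcriptomes of Tespa1-/- LSKs with wild-type LSKs after irradiation, 3 Tespa1+/+ and 3 Tespa1-/- libraries were analysed. The total counts of the Tespa1+/+ libraries were 17543167, 30576981 and 14344753, and those of the Tespa1-/- libraries were 17684702, 15031625 and 12856630. The 10 most abundant genes held between 4.42% and 4.52% of the counts in Tespa1+/+ libraries and between 5.23% and 5.33% in Tespa1-/- libraries. The sum of the deposited FPKM values ranged from 350333 to 351987 in Tespa1+/+ libraries and from 432222 to 433536 in Tespa1-/- libraries, which means that counts lay on shorter genes in the latter.

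The targeted gene was examined first. Tespa1 (ENSMUSG00000034833, GRCm38 chromosome 10, 130322870 to 130364111, protein coding) had counts of 626, 1033 and 533 in the Tespa1+/+ libraries and of 261, 207 and 176 in the Tespa1-/- libraries. Its level was 34.4 ± 1.62 CPM (SD, n = 3) in Tespa1+/+ and 14.6 ± 0.634 CPM (SD, n = 3) in Tespa1-/- LSKs. The log2 fold change was -1.23 (SE 0.07, edgeR quasi-likelihood adjusted p 7.0e-06), and all 3 Tespa1-/- libraries lay below all 3 Tespa1+/+ libraries. Transcripts assigned to the gene were thus reduced but still counted in every Tespa1-/- library. Which exons they came from was not analysed here.

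Next, the number of genes that differed was determined. The first principal component of log2 expression held 74% of the variance and separated the groups. Of 15332 genes tested, 2148 were higher and 2951 were lower in Tespa1-/- LSKs at an adjusted p under 0.05 and a fold over 1.5. At the cutoff of the study, 2207 genes were higher and 3045 were lower. Among the called genes, the values of the groups did not overlap for 5054, and over all genes tested this held for 69.1%, against 10% by chance. The alternative that moved the higher genes most was glmTreat against a fold of 1.5, with 1020 higher genes, and for the lower genes it was limma-trend on log2(FPKM + 1), with 1626. Scaling by total counts alone shifted the median log2 fold change by -0.10 and changed the share of higher genes among calls from 42.1% to 29.8%.

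Fold change was related to gene length. Across 10029 genes with a mean log2 CPM over 3, Spearman's rho between log2 fold change and union exon length was -0.62. This is a correlation across genes, which are not independent replicates. The median log2 fold change was 0.64 in the shortest length decile (median 684 bases) and -0.55 in the longest (median 12376 bases). The same correlation was -0.57 with the length implied by the deposited FPKM, -0.66 with the length of the longest transcript and 0.11 with GC content. The relation differed little between libraries of a group: the slope of the log2 CPM deviation per doubling of length was 0.132, 0.132 and 0.128 in Tespa1+/+ and -0.133, -0.132 and -0.128 in Tespa1-/- libraries. After the length correction, which was chosen after the data were seen, 1340 genes were higher and 2279 were lower, and rho was -0.09.

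**Figure D1:**
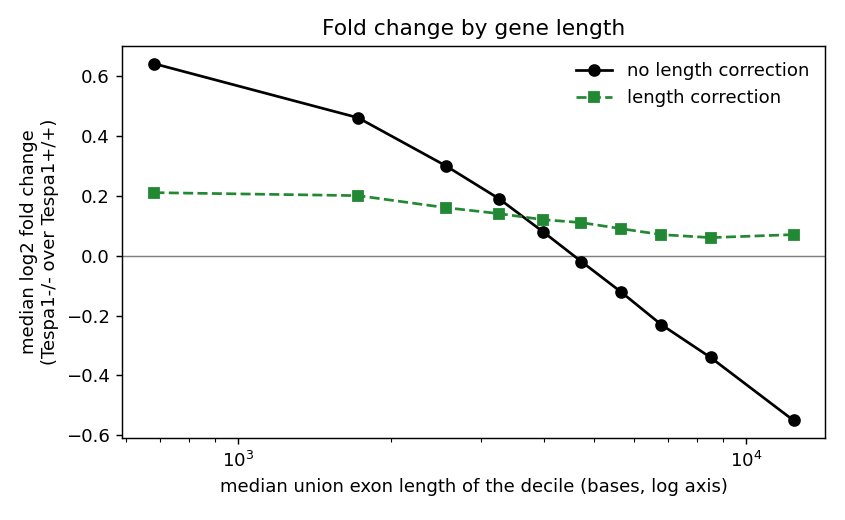
Median log2 fold change of Tespa1-/- over Tespa1+/+ in 10 bins of genes by union exon length (bases, log axis), without (circles) and with (squares) the length correction. Without the correction the medians fall from 0.64 to -0.55 from the shortest to the longest bin, and with it they lie between 0.06 and 0.21.

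To address c-Myc signaling, which the study examined, Myc, Cops6 (the gene of CSN6, a subunit of the COP9 signalosome) and 6 c-Myc target genes were compared. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) was at 200.2 ± 29.2 CPM (SD, n = 3) in Tespa1+/+ and 215 ± 18.4 CPM (SD, n = 3) in Tespa1-/- LSKs, a difference smaller than the spread between replicates (log2 fold change 0.10, SE 0.11, edgeR adjusted p 0.427). Without Tespa1+/+ replicate 3, this value was 0.24 with an edgeR adjusted p of 0.0308. Cops6 (ENSMUSG00000019494, chromosome 5, 138161071 to 138164646) rose from 100.9 ± 1.41 to 153 ± 3.59 CPM (SD, n = 3 each), with a log2 fold change of 0.60 (SE 0.03, edgeR adjusted p 8.1e-06). Exons of Cops6 overlap those of Mcm7 in the annotation, so its count is uncertain where counting ignored the strand.

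The 6 target genes Myct1, Jmjd1c, Nr4a1, Nr4a2, Nr4a3 and Egr1 were all lower in Tespa1-/- LSKs. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) fell from 587.8 ± 4.23 to 85.5 ± 1.79 CPM (SD, n = 3 each; log2 fold change -2.78, SE 0.03, edgeR adjusted p 3.7e-08). Nr4a1 (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) fell from 507.3 ± 8.84 to 144.2 ± 0.802 CPM (SD, n = 3 each; log2 fold change -1.81, SE 0.03, edgeR adjusted p 9.2e-08). The log2 fold changes of the others were -1.48 for Myct1, -1.49 for Jmjd1c, -1.44 for Nr4a2 and -2.93 for Nr4a3. Jmjd1c was the most affected by gene length, with a log2 fold change of -0.73 after the length correction. As a list, the 6 genes had a median log2 fold change of -1.65 (camera adjusted p 4.1e-05). All 6 were called lower when adjusted over all genes tested and also when adjusted over the list alone. The study chose these genes on samples that include these, so neither these counts nor the camera p is independent evidence.

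**Figure D2:**
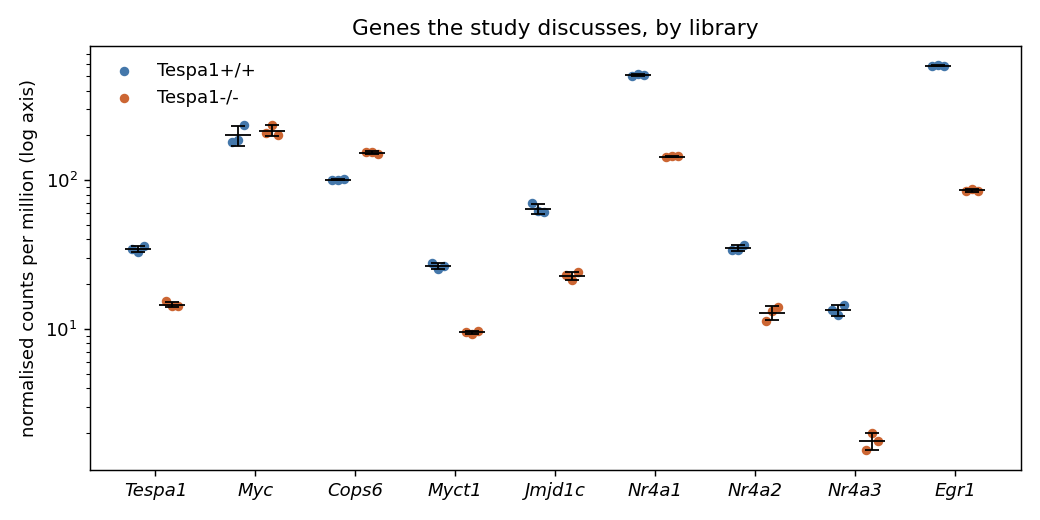
Normalised CPM (log axis) of Tespa1, Myc, Cops6 and 6 c-Myc target genes in each library, with 3 points per group and the mean and SD in black. The Tespa1-/- points lie below the Tespa1+/+ points for Tespa1 and the 6 targets, above them for Cops6, and overlap them for Myc.

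Of the 14 genes labelled by the study, 9 were higher and 5 were lower, all with an edgeR adjusted p under 0.05 over all genes and also when adjusted over the list alone, which is again not independent evidence. The lower genes were Ptpn21, Ikzf2, Plk2, Msi2 and Meis1, with log2 fold changes from -2.72 for Plk2 to -0.99 for Ptpn21. The higher genes were S100a8, S100a9, Cyba, Ngp, Cebpe, Mt1, G0s2, Ccne1 and Prtn3. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) rose from 0.905 ± 0.258 to 114.6 ± 4.25 CPM (SD, n = 3 each; log2 fold change 7.07, SE 0.14, edgeR adjusted p 2.6e-07). Exons of Ikzf2, Meis1 and Prtn3 overlap those of other annotated genes, so their counts are less certain. Because its genes moved both ways, the list as a whole had a camera adjusted p of 0.101.

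The 5 largest rises were those of Ighg2c, Ngp, Ltf, S100a9 and Camp. Ighg2c (ENSMUSG00000076612, chromosome 12, 113285325 to 113288932, an immunoglobulin constant gene) had counts of 3, 0 and 0 in Tespa1+/+ and of 1130, 978 and 809 in Tespa1-/- libraries and was at least 430.1-fold higher; reads of immunoglobulin constant genes can be split between near-identical copies, so its level is uncertain. The log2 fold changes of Ngp, Ltf and Camp were 8.14, 7.89 and 6.97. Counts in the Tespa1+/+ libraries were 0, 10 and 3 for Ltf and 7, 0 and 3 for Camp, so single libraries set the size of these folds: Ltf was at 8.95 without Tespa1+/+ replicate 2, and Camp was at 8.16 without Tespa1+/+ replicate 1 and at 6.07 without replicate 2. The 5 largest falls were those of Bach2 (-4.24), Gm8210 (-4.11), Myh10 (-3.61), Gm4759 (-3.29) and Podxl (-3.23), on the log2 scale. Gm8210 and Gm4759 are annotated as pseudogenes, so their counts are uncertain, and Bach2 overlaps an antisense gene.

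Gene lists were then compared. Of 17 lists, 10 passed a camera adjusted p of 0.05, among them MYC HSC targets, whose genes the study had picked. The secondary granule and neutrophil list was higher in Tespa1-/- LSKs, with 14 of 14 genes higher and a median log2 fold change of 5.18 (5.13 with the gene at the floor set to its bound; camera adjusted p 4.0e-08). Most of its genes were close to 0 in Tespa1+/+ LSKs, and over the 6 genes with at least 10 counts in every sample the median was 2.71. The primary granule list was also higher (median 1.0, 9 of 9 genes, camera adjusted p 1.0e-05), as were the MYC core targets (median 0.40, 28 of 33 genes, camera adjusted p 1.0e-05). Lower lists were immediate early (median -0.65, 21 of 23 genes, camera adjusted p 3.2e-07), HSC identity (median -1.12, 20 of 21 genes, camera adjusted p 4.9e-05), lymphoid-primed progenitor (median -1.74, 9 of 9 genes, camera adjusted p 1.5e-04), interferon response (median -0.61, camera adjusted p 0.00277), B cell (median -1.08, camera adjusted p 0.0339) and T cell (median -0.91, camera adjusted p 0.0470). The proliferation list did not pass (median 0.18, camera adjusted p 0.228), nor did COP9 signalosome (median 0.21, 0.103), megakaryocyte (median -0.58, 0.138), monocyte and macrophage (median -0.19, 0.371), p53 targets (median -0.16, 0.569) and erythroid (median -0.55, 0.586). Genes of the erythroid list moved both ways, and its median was above 0 in 5 of the 6 fits that each left out one replicate, at 0.54, 0.56 and 0.52 without Tespa1+/+ replicates 1, 2 and 3 and at 0.02 without Tespa1-/- replicates 1 or 3. With an estimated correlation in place of the preset one, 5 lists passed: MYC HSC targets, MYC core targets, primary granule, secondary granule and neutrophil, and lymphoid-primed progenitor. Their camera adjusted p lay between 0.0445 and 0.0496, close to the threshold. All 17 passed under fry. When the 6 libraries were split in 9 other ways, camera with the preset correlation passed between 7 and 9 lists. The count of 10 stands little above these. Each of these splits mixes the genotypes unequally, so a part of the group difference remains in it. The comparison therefore cannot give the count of lists expected by chance.

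**Figure D3:**
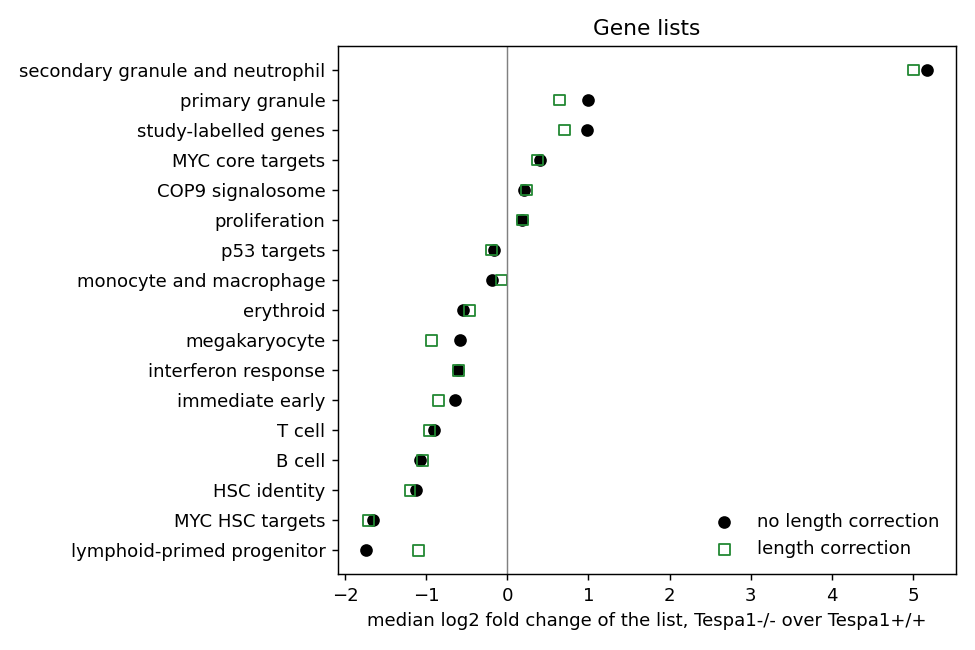
Median log2 fold change of Tespa1-/- over Tespa1+/+ for each of 17 gene lists, without (filled circles) and with (open squares) the length correction. The secondary granule and neutrophil list lies farthest to the right at 5.18, and farthest to the left is the lymphoid-primed progenitor list at -1.74 without the correction and MYC HSC targets at -1.71 with it.

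Variation within groups was also examined, since it sets the error of every test above. The common biological coefficient of variation was 0.11. Immunoglobulin V genes, which B-lineage clones use singly, were compared between libraries after their values had been seen. For 134 V genes with at least 30 counts in total, the chi-square per degree of freedom between libraries of the same group was between 1.14 and 2.35, and between libraries of different groups it was between 25.7 and 45.1. For other genes matched on their summed count, it was between 1.37 and 2.59 within groups and between 4.92 and 7.87 between groups. A total of 32 V genes had at least 20 counts in every Tespa1-/- library and 3 or fewer in every Tespa1+/+ library, and 1 showed the opposite.

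**Figure D4:**
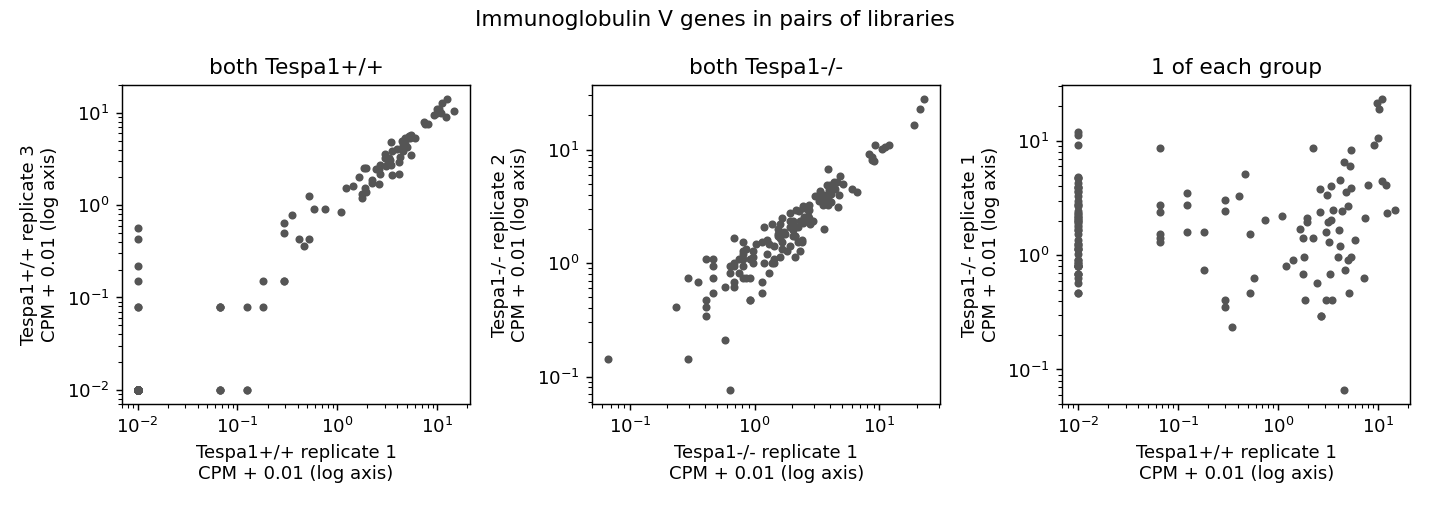
CPM plus 0.01 (log axes) of immunoglobulin V genes, 1 point per gene, in a pair of Tespa1+/+ libraries, a pair of Tespa1-/- libraries and a pair with 1 of each group. Points follow the diagonal within groups, where Spearman's rho across V genes was at least 0.91 for all pairs, and scatter between groups, where it was at most 0.16.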

Values the study reported

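After irradiation, the study reported 1446 genes with higher and 2336 genes with lower expression in Tespa1-deleted LSKs. By qPCR, it found CSN6 mRNA at comparable levels in both genotypes.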

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

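Of 31 named genes, 30 kept their direction and their side of an adjusted p of 0.05 under every alternative that gave them a value. Tespa1 ranged from -1.33 to -0.95 on the log2 scale, with adjusted p from 4.6e-23 (DESeq2) to 2.1e-04 (replicate block). The exception was Myc, which was -0.01 under the length correction and 0 under the length and GC correction, neither past the threshold, 0.29 (adjusted p 0.0527) under the first length correction, on the length implied by FPKM, and past the threshold without Tespa1+/+ replicate 3 (0.24, adjusted p 0.0308). Myc was also at 0 (edgeR adjusted p 0.982) with total counts alone and at 0.01 (limma adjusted p 0.952) under both limma-trend settings. Its value thus varied with the scaling, with the gene length used and with 1 library, and was lower with FPKM than with counts.

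The counts of genes changed by over 1.5 times under 4 alternatives. With glmTreat, which tests against the fold itself, 1020 genes were higher and 1807 were lower. With limma-trend on log2(FPKM + 1), which tests fewer genes and shrinks folds of low genes, 1070 were higher and 1626 lower, or 1083 and 1639 at the cutoff of the study. With a pseudocount of 0.1, 1365 were higher, or 1389 at the cutoff of the study. With the length correction, chosen after seeing the data, 1340 were higher, or 1391 at the cutoff of the study. Leaving out each replicate gave from 2078 to 2246 higher and from 2716 to 2885 lower genes.

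The replicate numbers did not pair the samples: the correlations of the deviations of same-numbered libraries were 0.046, 0.011 and 0.060. With the replicate number as a block, 2101 genes were higher and 2871 lower, and the call of no named gene or list changed.

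Lists depended more on the method. MYC HSC targets, MYC core targets, both granule lists and the lymphoid-primed progenitor list, 5 of 17, kept their call throughout. The median of the secondary granule and neutrophil list nevertheless fell from 5.18 to 2.71 with at least 10 counts in every sample, a filter that keeps 6 of its 14 genes and removes those near 0 in Tespa1+/+ libraries. The number of lists past the threshold was 5 with an estimated correlation and 17 with fry. The 5 lists that passed with an estimated correlation had camera adjusted p between 0.0445 and 0.0496, close to the threshold. The estimated correlation took below the threshold HSC identity (adjusted p 0.0907), immediate early (0.175), interferon response (0.0757), B cell (0.164) and T cell (0.164). Preranked GSEA did so for interferon response (0.0829), B cell (0.199) and T cell (0.229), total counts for B cell (0.0517) and T cell (0.0734), and at least 10 counts in every sample for B cell (0.0726) and T cell (0.0803). Leaving out each replicate gave from 0.0183 to 0.0514 for B cell, which was lost without Tespa1-/- replicate 2, and from 0.0287 to 0.0787 for T cell, which was lost without Tespa1+/+ replicates 1 or 2.

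Lists that passed only under an alternative were, with fry, the study-labelled genes (adjusted p 2.1e-06), proliferation (2.2e-05), p53 targets (0.00104), COP9 signalosome (1.0e-04), erythroid (3.9e-05), megakaryocyte (0.00174) and monocyte and macrophage (0.0138). Fry tests whether a list moves at all and not whether it moves more than other genes, which differs from camera by construction. The study-labelled genes also passed with preranked GSEA (0.0198), total counts (0.0395) and no filter (0.0164), and without the filter so did COP9 signalosome (0.0169) and megakaryocyte (0.0376). With the first length correction, on the length implied by FPKM, proliferation (0.0299), COP9 signalosome (0.0423) and megakaryocyte (0.0430) passed; with the length correction these were at 0.00314, 0.0463 and 0.0340, and with the length and GC correction at 0.00401, 0.0490 and 0.0490. The erythroid list, whose members go both ways, had no stable direction. The direction given by camera reversed without the filter (adjusted p 0.875) and without Tespa1+/+ replicates 1 (0.957) or 3 (0.930), within a range of 0.585 to 0.957 over the fits that each left out one replicate. Its median was below 0 in only 1 of these 6 fits, at -0.57 without Tespa1-/- replicate 2. Except where the construction of the alternative is given above, the cause was not tested.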

Other observations

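The tests of gene length within lists, of the length corrections, of neutrophil genes outside the lists, of B cell and T cell lists as a control, of V genes and of lists under other splits were chosen only after the results were seen; the tests of late neutrophil genes, of the immediate early list, of the neighbourhood of Tespa1 and of other splits for gene counts were written before.

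At the cutoff of the study, 2207 genes were higher and 3045 were lower in Tespa1-/- LSKs here. Both are higher than the values quoted from the study above. At the same cutoff, limma-trend gave 1083 higher and 1639 lower genes on log2(FPKM + 1), and 1389 higher and 2307 lower genes on log2(FPKM + 0.1).

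Only 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, at either cutoff, and the other 9 gave 0 genes at the adjusted cutoff and between 62 and 103 genes at an unadjusted p under 0.05 with a fold over 1.5. For lists, 1 of the 10 splits gave as many past the threshold, but the others gave between 7 and 9. Each other split keeps 2 libraries of a genotype on each side, so a part of the group difference remains in it. With 10 splits, no share under 0.1 can be had.

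The trend of fold change with gene length is a candidate source of many calls. If libraries of the groups differed in a way that depends on length and not on function, genes within a list should show it too, and within the lists, with list medians removed, rho was -0.59 across 176 genes (one-sided permutation p 1.0e-04, the smallest that 10000 permutations can give). The list genes are part of the genes tested, and the trend over all genes was already known. The test within lists therefore repeats that trend and adds no independent evidence. A difference in RNA integrity, fragmentation or library preparation between the groups could give the trend. Every library of a group shares it, however, so preparation and genotype are confounded. Of the 5099 called genes, 54.8% were still called in the same direction after the length correction and 45.2% were not, while 824 genes were called only after it. Length is thus argued against as the whole cause of the calls, yet close to as many calls were lost as kept. The correction also removes any true change that follows length.

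After the length correction the medians were 5.01 for secondary granule and neutrophil genes, -0.85 for immediate early genes, -1.71 for MYC HSC targets, -1.20 for HSC identity genes and 0.37 for MYC core targets, all past the threshold, which argues against length as their whole cause. Other lists moved more: the median of the lymphoid-primed progenitor list went from -1.74 to -1.09 and that of the primary granule list from 1.0 to 0.64, both still past the threshold (camera adjusted p 1.5e-05 and 2.6e-05). The MYC core targets, which are ribosome and growth genes, moved up while the 6 MYC HSC targets moved down. A reduced output of c-Myc on all of its targets would lower both. The study picked the 6 MYC HSC targets on samples that include these, so their fall is not independent evidence. Which targets depend on c-Myc in these cells was not tested.

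The rise of granule genes may come from mature neutrophils among the sorted cells. Mmp8, Mmp9, Retnlg and Cd177, genes of late neutrophils, had a median log2 fold change of 5.07, but these 4 genes belong to the list whose rise is to be explained, so their rise does not bear on it. Of 20 other neutrophil genes in none of the lists, written down after the rise of the granule genes was known, 18 were tested and 13 were higher, with a median log2 fold change of 0.67 (camera p 0.00189, unadjusted). An edgeR adjusted p under 0.05 was found for 12 higher and 2 lower genes. Hp (474.8 CPM in Tespa1-/-, log2 fold change 1.63) and Anxa1 (200.2 CPM, 1.03) rose. Csf3r (152.5 CPM, -0.13), Lyz2 (97.66 CPM, -0.04), Cxcr2 (0.23) and Il1b (-0.11) moved little, and Padi4 fell (44.97 CPM, -0.38). The 2 lower genes with an adjusted p under 0.05 were Csf3r and Padi4. All genes named here were singled out after their values were seen. The rise of the 18 genes as a set met what had been set down for neutrophils. However, 6 of the 9 other splits of the libraries also gave a camera p under 0.05 for these 18 genes. A part of the group difference remains in those splits, so they do not decide how far this p can be trusted. Of the 18, 17 had a mean of at least 1 CPM in Tespa1+/+ LSKs. Neutrophils and a change within LSKs therefore cannot be told apart for the granule genes. The most abundant members of the granule list in Tespa1-/- libraries were Lcn2 at 128.6, S100a9 at 114.6 and S100a8 at 88.4 CPM, against 10500 CPM for Mpo, and what share of neutrophils this would need was not measured. Of the 14 genes, 5 had a mean of at least 1 CPM in Tespa1+/+ LSKs and 4 were picked by the study. A lower share of LSKs that raises all other cell types alike is argued against, since the B cell and T cell lists together had a median of -0.96. That holds for B and T cells, and 9 of 9 tested B cell and 3 of 6 tested T cell genes had a mean of at least 1 CPM in Tespa1+/+ LSKs. Some other values go with more cells of other types. The red cell genes Hba-a1, Hba-a2, Hbb-bs and Slc4a1 rose, with log2 fold changes of 2.11, 2.51, 1.63 and 3.19, as did Ighg2c. Over the whole erythroid list, however, 6 genes rose and 7 fell. The latter were Ermap (-1.63), Klf1 (-0.98), Car1 (-0.97), Epor (-0.90), Gata1 (-0.84), Aqp1 (-0.83) and Tfr2 (-0.55). The 32 V genes seen in Tespa1-/- alone, against 1 in Tespa1+/+ alone, do not decide it. Other V genes fell, such as Igkv5-39, with counts of 219, 418 and 201 in Tespa1+/+ and 41, 35 and 39 in Tespa1-/- libraries. A strain difference at these loci, raised below, could also give the count of 32 against 1. A lower share of LSKs with an unequal rise of other cell types stays open. Increased granulocytic differentiation within LSKs upon loss of Tespa1 remains open and was not tested.

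Egr1 and the Nr4a genes belong to the immediate early genes, which respond to handling of cells. The immediate early list, which holds none of the 6 MYC HSC targets, had a median log2 fold change of -0.65. A difference between the groups in the response to isolation could therefore account for part of the fall of Egr1, Nr4a1, Nr4a2 and Nr4a3, and it stays open beside an effect of Tespa1 on these genes. Myct1 and Jmjd1c, which also fell, are not immediate early genes, and this explanation was not tested for them.

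Donor-strain sequence carried along with the targeted allele would raise the share of called genes near Tespa1. Within 5 Mb of Tespa1, 28.2% of 78 tested genes were called, against a median of 32% in 998 random windows, of which 73.8% had as high a share. The region thus held no excess of calls, but with so many genes called everywhere, carried sequence that altered a few of the 78 genes would not show in this share and stays open.

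V genes point to a question about the replicates. In B-lineage cells each clone uses its own V genes, so separate animals should differ in them where few clones were sampled. With many clones this need not hold, and how many clones each library held was not measured. Here the highest chi-square per degree of freedom between libraries of 1 group was 2.35, in the range of other genes of like count, and the lowest between groups was 25.7. A candidate explanation is that the 3 libraries of a group were drawn from 1 pool of cells or RNA. If so, the spread between replicates would reflect preparation and sequencing, not differences between animals, and each adjusted p in the report would compare 2 pools. A strain difference at the immunoglobulin loci could also make animals of a group alike; V genes seen in 1 group alone lay on 2 chromosomes, which does not decide it, and the design cannot separate it from the genotype.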
